# A RNA-Seq Analysis of the Response of Photosynthetic System to Low Nitrogen Supply in Maize Leaf

**DOI:** 10.3390/ijms18122624

**Published:** 2017-12-05

**Authors:** Xiaohuan Mu, Qinwu Chen, Fanjun Chen, Lixing Yuan, Guohua Mi

**Keywords:** chlorophyll fluorescence, electron transport rate, nitrogen, photosynthesis, PSI, PSII, maize

## Abstract

Nitrogen is a major limiting factor for crop productivity. The relationship between photosynthesis and nitrogen nutrition has been widely studied. However, the molecular response of leaf photosynthesis to low nitrogen supply in crops is less clear. In this study, RNA sequencing technology (RNA-Seq) was used to investigate the gene expressions related to photosynthesis in maize in response to low nitrogen supply. It was found that low nitrogen supply down-regulated the expression of genes involved in photosystem I (PSI) and photosystem II (PSII). Thus, low nitrogen supply down-regulated the expression of genes related to the antenna system, reduced light absorption, light transport, and electron transport. Correspondingly, the parameters related to chlorophyll fluorescence were very sensitive to nitrogen deficiency. Under low nitrogen supply, leaf chlorophyll content, actual quantum yield of PSII photochemistry, photochemical quenching, and electron transport rate, were reduced. However, the thermal diffusion and chlorophyll fluorescence were increased. RNA-Seq was used to analyze the genes involved in the response of leaf photosynthesis to low nitrogen supply in maize. These results highlight the possibility of utilizing chlorophyll fluorescence parameters, and the related genes, as indicators for plant nitrogen nutrition. This could lead to the development of new tools to make precise nitrogen fertilizer recommendations and select nitrogen-efficient genotypes.

## 1. Introduction

Nitrogen (N) is a fundamental constituent of many cell components such as amino acids, proteins, cell walls, membranes and nucleic acids. Nitrogen deficiency reduces plant growth and development, photosynthesis, leaf area, and ultimately limits plant productivity [1,2,3,4]. For a sustainable crop production system, there is a requirement to reduce nitrogen fertilizer input, and increase nitrogen use efficiency. This may be achieved by understanding the relationship between N nutrition and the photosynthetic rate in the leaf [5,6].

Photosynthesis is a biological process whereby the sun’s energy is captured and stored in a series of events that convert the pure energy of light into the biochemical energy needed to power life [7]. Photosynthesis includes two reactions: light reactions and carbon reduction reactions [7]. Light reactions take place on thylakoid membranes. Thylakoid membranes mainly include four membrane protein complexes: photosystem I (PSI), photosystem II (PSII), cytochrome *b*_6_*f* complex (Cyt *b*_6_*f*), and adenosine triphosphate (ATP) synthase. Carbon reduction reactions take place in the stroma of chloroplast. Ribulose-1,5-bisphosphate carboxylase (Rubisco), phosphoenolpyruvate carboxylase (PEPc) and pyruvate orthophosphate dikinase (PPDK) are the key enzymes for C_4_ plants. Light is absorbed by pigments (mainly chlorophylls) associated with two photosystems: PSI and PSII. For light energy to be stored by photosynthesis, it is channeled by a number of different processes including photochemistry, heat dissipation (including photo-protective heat dissipation and other heat dissipation), and chlorophyll fluorescence [8]. Chlorophyll fluorescence is an important parameter in representing changes in the growth environment and function of the photosynthetic process [8]. For example, in rice, nitrogen deficiency decreases the actual quantum yield of PSII photochemistry (Φ_PSII_), the maximal efficiency of PSII photochemistry (*F*v/*F*m), excitation energy capture efficiency of PSII (*F*v’*/F*m’), as well as the electron transport rate (ETR) [9].

Photosynthesis depends on many physiological and biochemical processes such as stomatal conductance, intercellular CO_2_ concentration, photochemical capacity of PSII, and contents and activities of carbon fixation enzymes [10]. Photosynthesis has a positive relationship with leaf nitrogen [3,5,11,12]. This is because about 70% of leaf nitrogen is located in the chloroplast [11,13]. Nitrogen deficiency reduces the content of chlorophyll, Cyt *f*, coupling factor, N content of thylakoid in light reactions, as well as the ETR [5,14]. Nitrogen deficiency also decreased the content and/or activity of Rubisco, PEPc and PPDK [3,5,11,12]. The decreased photosynthesis in nitrogen deficiency may be caused by different reasons in different plants under different conditions. For example, decreased photosynthesis in low nitrogen was mainly associated with lower stomatal conductance in sorghum under outdoor pot-culture conditions [10]. At light saturation, the decline in photosynthesis in nitrogen deficiency was mainly caused by the limitation of reduced mesophyllic activity, rather than by stomatal limitation in sunflowers [15]. Nitrogen deficiency repressed ΦPSII, causing decreased ETR to match the decreased requirements for ATP and triphosphopyridine nucleotide (NADPH) in the case of decreased CO_2_ assimilation capacity in maize grown outdoors [16].

Maize is an important crop worldwide with multiple purposes such as food, fodder, and bioenergy. Although the relationship between nitrogen deficiency and photosynthesis has been widely studied in maize, less is known about the molecular mechanism underlying the response of the photosynthetic system in maize to nitrogen deficiency. Such information is important not only for improving photosynthesis performance under insufficient nitrogen supply via gene manipulation, but also for the development of potential molecular tools for the diagnosis of plant nitrogen nutrition status. This could be used in both the selection of nitrogen-efficient genotypes and precision nitrogen fertilizer management. In the present study, using an integrated approach including physiological analysis and RNA sequencing (RNA-Seq), we aimed to explore the genes related to photosynthesis under nitrogen deficiency, especially those related to light reactions. 

## 2. Results

### 2.1. Effect of Nitrogen Supply on Biomass 

Nitrogen supply has a significant effect on biomass and nitrogen accumulation. Low nitrogen treatment reduced total biomass by 15%, and shoot biomass by 25% (Table 1). However, low nitrogen treatment increased the root–shoot ratio by about two-thirds compared with the high nitrogen treatment, indicating that nitrogen-starved plants allocated more biomass to the root. Total nitrogen accumulation, as well as shoot nitrogen accumulation, in low nitrogen plants were reduced by 74% and 77%, respectively (Table 1). 

### 2.2. Effect of Nitrogen Supply on Leaf Photosynthesis

As expected, low nitrogen significantly reduced the leaf area (Figure 1a). Nitrogen supply has a significant effect on specific leaf nitrogen (SLN) and the photosynthetic rate (Figure 1b). SLN is lower (82%) in low nitrogen treatment compared with high nitrogen treatment. The photosynthetic rate in low nitrogen stress is reduced by 83% compared with high nitrogen treatment. The chlorophyll (Chl), chlorophyll a, and chlorophyll b concentration are lower (67%, 69% and 59% respectively) in low nitrogen plants compared with high nitrogen plants (Figure 2). The ratio of Chl to N was 31% higher in low nitrogen treatment compared with high nitrogen treatment.

### 2.3. Low Nitrogen-Induced Gene Expression in the Leaf

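Transcript levels were measured in leaf 6 of the maize inbred line B73, the line whose genome serves as the maize reference. Plants received 4 mM nitrate (high nitrogen) or 0.04 mM nitrate (low nitrogen), and 2 libraries were sequenced per treatment, 4 libraries in all. The methods state these doses as nitrate, supplied as its calcium salt. The authors aligned the reads to B73 RefGen_v3 with TopHat2, assembled transcripts with StringTie, and deposited the expression of each locus as FPKM, that is, fragments scaled by transcript length and sequencing depth, and the read counts were not used here. The table has 44070 rows for 43110 distinct loci, because 865 loci carry more than 1 gene name and repeat the same 4 values for each name. Each locus was counted once here. It covers chromosomes 1 to 10 and includes 4137 loci that the authors assembled without an annotated gene. Loci with at least 1 FPKM in at least 2 libraries were kept, as in the paper, which left 22889 loci. Differences were tested on log2(FPKM + 1) with limma's moderated test with an intensity trend and Benjamini-Hochberg adjustment, since a count test such as the paper's edgeR cannot be run on FPKM. A fold change on this scale understates the change of loci with low FPKM. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so each p-value rests on the spread that limma shares across loci.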

We used RNA-Seq analysis of the mature tissue of an expanding leaf in order to unravel the molecular mechanisms underlying the response of the photosynthetic system to low nitrogen supply. A total of more than 33 million high quality 125-bp paired-end reads were generated by RNA-Seq for each treatment. 

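The FPKM of all loci summed to 1798408 and 1764398 in the high nitrogen libraries and to 1141129 and 1043303 in the low nitrogen libraries. The 10 loci with the highest FPKM held 24.0% and 22.9% of these sums in high nitrogen and 16.8% and 17.5% in low nitrogen. The median log2 FPKM of the loci with at least 1 FPKM in all libraries lay between 3.53 and 3.57 in each of the 4 libraries. The total number of fragments per library is not part of the FPKM values. The smallest FPKM steps of the same low loci gave the relative depth, with high nitrogen replicate 1 set to 1. It was 1.14 for high nitrogen replicate 2, 1.44 for low nitrogen replicate 1 and 1.74 for low nitrogen replicate 2. Between 27637 and 29359 loci were above 0 in a library, and the 2 low nitrogen libraries had the larger numbers.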

Comparisons of two biological replicates showed that expression values were highly correlated (average *R*^2^ = 0.9288, Figure S1). 

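On log2(FPKM + 1) over all 43110 loci, the squared Pearson correlation between the 2 replicates was 0.929 in high nitrogen and 0.934 in low nitrogen, with an average of 0.932. The correlation is across loci, which are not independent replicates, and many loci near 0 in both libraries raise it. Over the 22889 loci kept for testing the average was 0.876, and on the linear FPKM scale over all loci it was 0.869, the setting that lowered it most. Among the tested loci the median absolute difference between replicates was 0.28 on the log2 scale in high nitrogen and 0.34 in low nitrogen. Replicates differed by more than 1 on this scale at 2277 loci in high nitrogen and 2340 loci in low nitrogen.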

Setting thresholds of a False Discovery Rate of less than 0.05 and a two-fold change in expression, we found 1625 differentially expressed genes (DEGs) in low nitrogen compared with high nitrogen treatment. 

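With an adjusted p under 0.05 and an absolute log2 fold change above 1, 123 of the 22889 tested loci were called by limma. At an unadjusted p under 0.05, 2898 loci passed the fold change threshold. Both low nitrogen libraries lay on the same side of both high nitrogen libraries at all 123 called loci and at 53.8% of all tested loci, against 33.3% expected by chance for 2 against 2. The 2 treatments share replicate numbers, and the deviations of same-numbered libraries from their group means had a correlation of 0.203 across loci. Neither the labels nor the paper state that same-numbered libraries form a pair or a batch. With 2 libraries per treatment, exchanging the numbers in 1 treatment would only reverse the sign of this correlation. Counts with the replicate block therefore rest on a pairing that is not established. With the replicate number as a block, 617 loci were called, and these included all 123. The replicate block moved the count up most, and testing every locus above 0 in at least 1 library moved it down most, to 23 of 31737 loci. Of the 1617 gene names listed in Supplemental Table S1, 1611 had a tested locus, and all 1611 changed in the paper's direction. An unadjusted p under 0.05 was found for 1578 of these names, 94 were called, and 481 were called with the replicate block. That list holds the paper's own calls on these same 4 libraries, and each name was matched by its 4 FPKM. The shared direction was thus all but fixed in advance, and neither it nor the unadjusted count is separate support.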

Of these genes, 928 were downregulated whilst 697 upregulated (Supplemental Table S1). 

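Of the 123 called loci, 112 were lower and 11 were higher in low nitrogen. With the replicate number as a block, 474 were lower and 143 were higher. Some calls rest on loci listed at 0 in a whole treatment, 24 of them at 0 in both low nitrogen libraries and 11 at 0 in both high nitrogen libraries, so all 11 higher loci were listed at 0 in high nitrogen. The names of Supplemental Table S1 as read here, 920 lower and 697 higher, fall on 886 and 678 distinct loci, since 48 loci stand behind more than 1 name. Among called loci with a symbol, a description or a reference name, the largest fall was at GRMZM6G654251 on chromosome 2 from 173431729 to 173433745. It had 235 and 330 FPKM in high nitrogen, and in low nitrogen it was listed at 0 in replicate 1 and at 0.105 FPKM in replicate 2, a log2 fold change of -8.05 (standard error 0.26, limma adjusted p = 0.00296). The next were GRMZM2G026780 with a log2 fold change of -6.51, YS1 with -6.31, GRMZM2G372440 with -6.22 and GRMZM2G115839 with -6.05. At the other end, the single gene with such a name that rose was GRMZM2G377131, which was listed at 0 in both high nitrogen libraries and had 12.9 and 17.6 FPKM in low nitrogen (log2 fold change 4.00, adjusted p = 0.0165). The smallest falls were at GRMZM2G008353 with a log2 fold change of -1.97, GRMZM2G095898 with -2.29, GRMZM2G147775 with -2.34 and GRMZM2G050570, described as a threonine synthase, with -2.42.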

The identified genes were subjected to gene ontology term (GO) enrichment analysis. The downregulated DEGs were mainly involved in photosynthesis, homeostatic processes, regulation of nitrogen metabolism, redox activity, and response to abiotic stimulus (Figure 3a; Supplemental Table S2). 

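Expression was followed through the MapMan classes of Supplemental Table S3, which list 315 of the paper's gene names. These classes are not the gene ontology terms of the paper's enrichment. That enrichment was not recomputed, so the counts below neither bear it out nor contradict it. In the photosynthesis class, 65 of 66 names were lower in low nitrogen and 1 was higher, with a median log2 fold change of -1.59 over the 64 loci behind them. An unadjusted p under 0.05 was found for all 66 names, 1 was called by limma after adjustment over all tested loci, and 18 were called with the replicate number as a block, 17 lower and 1 higher. In the redox class, 4 of 9 names were lower and 5 were higher, and none of the 9 was called, although all 9 had an unadjusted p under 0.05. With the replicate block 3 of the 9 were called, 1 lower and 2 higher. These lists hold the paper's own calls, so the number of changed genes in them is no separate test of the class.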

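Among the names that MapMan places in cellulose synthesis, 14 of 17 were higher in low nitrogen and 3 were lower, with log2 fold changes from -3.27 to 2.44 and a median of 1.45 over 16 loci. None of the 17 was called by limma after adjustment, and all 17 had an unadjusted p under 0.05. With the replicate number as a block, 3 were called, 2 of them lower and 1 higher. In major carbohydrate metabolism, 5 of 10 names were higher and 5 were lower. In minor carbohydrate metabolism, 7 of 15 names were higher and 8 were lower. These too are MapMan classes, and the gene ontology terms were not tested.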

The upregulated DEGs were mainly involved in cellular polysaccharide processes, carbohydrate biosynthesis processes and cellular metabolic processes (Figure 3b; Supplemental Table S2). Using MapMan analysis, it is further identified that most downregulated DEGs were involved in photosynthesis processes, TCA cycling, and nitrogen assimilation processes (Figure 4; Supplemental Table S3). 

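In the class of the TCA cycle and organic acids, 8 of 10 names were lower in low nitrogen and 2 were higher, with a median log2 fold change of -1.35. Limma called 1 of these 10 names, and 4 with the replicate number as a block, 3 lower and 1 higher. Nitrogen metabolism held 5 names, of which 3 were lower and 2 were higher, with log2 fold changes from -2.52 to 1.85. None of the 5 was called, 4 had an unadjusted p under 0.05, and 2 were called with the replicate block, both lower. In amino acid metabolism, 20 of 33 names were lower and 13 were higher.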

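In the lipid class of Supplemental Table S3, 17 of 33 names were higher in low nitrogen and 16 were lower, with log2 fold changes from -5.29 to 3.99. In the cell wall class, 42 of 52 names were higher and 10 were lower, with a median log2 fold change of 1.47 over 51 loci. In secondary metabolism, 34 of 44 names were higher and 10 were lower, with a median of 1.75. Limma called 1 name in each of these 3 classes, each of them lower. With the replicate number as a block, 11 lipid names were called, 9 of them lower, and in each of the other two classes 9 names were called, 5 of them higher.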

The upregulated DEGs were mainly associated with lipids, the cell wall, and secondary metabolism processes (Figure 4; Supplemental Table S3). 

The DEGs involved in photosynthesis were analyzed (Figure 5; Supplemental Table S4). 

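All 54 photosynthesis names of Supplemental Table S4 were lower in low nitrogen, and at each of them both low nitrogen libraries lay below both high nitrogen libraries. Their log2 fold changes ran from -3.59 to -1.17 with a median of -1.57, and their unadjusted p-values from limma ran from 1.25e-04 to 0.0137. After adjustment over all tested loci 1 of the 54 was called, and 14 were called with the replicate number as a block. Adjusted over the list alone all 54 passed, but the list holds the paper's own calls on these libraries and so shows no stability. The call was GRMZM2G429955, the light harvesting complex II name with the largest fall (log2 fold change -3.59, standard error 0.33, adjusted p = 0.0323). Its locus has the same bounds, chromosome 3 from 223440715 to 223617891, as the locus of GRMZM2G104549 and AC208915.3_FG010, which share a single set of values (log2 fold change -3.18). The 11 light harvesting complex II names thus stand for 10 loci. The smallest fall of that class was -1.27 at GRMZM2G018627. Among the 16 PSII subunits the log2 fold change ran from -2.24 at GRMZM2G441888 to -1.27 at GRMZM2G067883, and among the 10 PSI subunits from -2.48 at GRMZM5G818058 to -1.17 at GRMZM5G852325. The 3 light harvesting complex I names ran from -1.56 at GRMZM2G036880 to -1.32 at GRMZM2G072280. ATP synthase ran from -1.69 at GRMZM2G048907 to -1.42 at GRMZM5G862663, and the ferredoxin reductase GRMZM2G168143 had -1.40. In the Calvin cycle the range was from -2.65 at GRMZM5G845611 to -1.31 at GRMZM2G162529. Quantile normalization of the libraries left all 54 lower but moved the median to -0.86 and the smallest fall to -0.03. It gives all libraries the same values at the same ranks, so it shrinks even a real fall shared by loci with the highest FPKM. The 100 loci with the highest FPKM held 55.0% and 53.0% of the sums in high nitrogen and 41% and 39.2% in low nitrogen. For highly expressed loci this setting cannot separate the scaling of the libraries from a fall of the loci themselves.

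**Figure D1:**
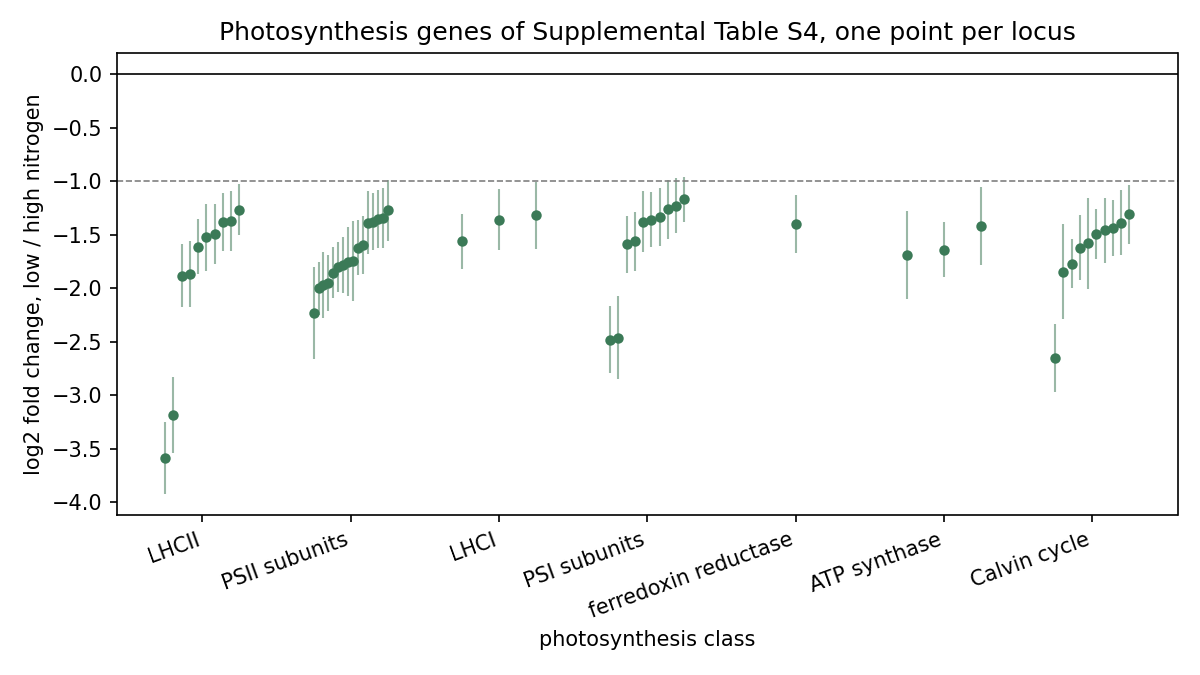
Log2 fold change on log2(FPKM + 1), low against high nitrogen, by photosynthesis class, with 1 point per locus and limma's standard error as bars. The dashed line marks a log2 fold change of -1, and the points lie between -3.59 and -1.17.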

Under low nitrogen supply, 11 DEGs encoding light harvesting complex II (LHCII) and three DEGs encoding LHCI were downregulated, 16 DEGs encoding PSII polypeptide subunits and 10 DEGs encoding PSI polypeptide subunits were downregulated, 3 DEGs encoding ATP synthase were downregulated, 1 DEG encoding ferredoxin reductase was downregulated, and 10 DEGs involved in Calvin cycle were downregulated. 

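Among the antenna genes, GRMZM2G351977 lies on chromosome 8 of B73 RefGen_v3 from 141176051 to 141177936. Its expression was 22880 ± 2253 FPKM (SD, n = 2) in high nitrogen and 6277 ± 866 FPKM (SD, n = 2) in low nitrogen. The log2 fold change was -1.87 (standard error 0.31, limma adjusted p = 0.0931, and 0.0709 with the replicate number as a block). With a minimum of 5 FPKM its adjusted p was 0.0406, the one setting that called it. Several similar genes of this type are listed, and fragments could have been split between them in the authors' estimates. GRMZM2G414192, on chromosome 1 from 247786586 to 247788296, was far less expressed, with 6.24 ± 0.173 FPKM (SD, n = 2) in high nitrogen and 1.38 ± 0.353 FPKM (SD, n = 2) in low nitrogen. Its log2 fold change was -1.62 with a pseudocount of 1 and -2.12 with a pseudocount of 0.1 (limma adjusted p = 0.0909 with a pseudocount of 1, and 0.0566 with the replicate block). GRMZM2G149428, on chromosome 2 from 220058172 to 220060652, fell from 6306 ± 149 to 2428 ± 284 FPKM (SD, n = 2 each). This was a log2 fold change of -1.38 (limma adjusted p = 0.120, and 0.0924 with the replicate block). GRMZM2G092427, on chromosome 10 from 147325724 to 147327040, fell from 6582 ± 480 to 1796 ± 340 FPKM (SD, n = 2 each). This was a log2 fold change of -1.88 (limma adjusted p = 0.0885, and 0.0552 with the replicate block). Under quantile normalization the 4 log2 fold changes were, in this order, -0.96, -1.69, -0.27 and -0.87, and at equal FPKM sums -1.16, -1.10, -0.67 and -1.18. Loci of high FPKM weigh most in the sums, and quantile normalization equalizes the libraries at the top ranks. Both settings thus shrink a real fall shared by such loci as well, and cannot decide whether the fall is one of scaling.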

In those DEGs, GRMZM2G351977, GRMZM2G414192, GRMZM2G149428 and GRMZM2G092427 encoded components of PSII: *Lhcb1*, *Lhcb2*, *Lhcb5*, respectively. The genes GRMZM2G038519 and GRMZM2G072280 encoded components of PSI: *Lhca1* and *Lhca2*, respectively.

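GRMZM2G038519 lies on chromosome 2 of B73 RefGen_v3 from 207611861 to 207618663, and its expression was 10775 ± 308 FPKM (SD, n = 2) in high nitrogen and 4214 ± 587 FPKM (SD, n = 2) in low nitrogen. The log2 fold change was -1.36 (standard error 0.29, limma adjusted p = 0.128, and 0.105 with the replicate number as a block). With 1 library left out in turn it stayed between -1.50 and -1.22, but it was -0.65 at equal FPKM sums and -0.09 under quantile normalization (adjusted p = 0.902). GRMZM2G072280, on chromosome 7 from 160294878 to 160297851, had 7946 ± 8.68 FPKM (SD, n = 2) in high nitrogen and 3229 ± 796 FPKM (SD, n = 2) in low nitrogen. Its log2 fold change was -1.32 (standard error 0.31, limma adjusted p = 0.140, and 0.110 with the replicate block), and it stayed between -1.58 and -1.07 with 1 library left out, but was -0.61 at equal FPKM sums and -0.18 under quantile normalization (adjusted p = 0.845). Both genes have a high FPKM, where these 2 settings shrink a real fall shared by many loci as well as one of scaling. In both genes each low nitrogen library lay below each high nitrogen library.

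**Figure D2:**
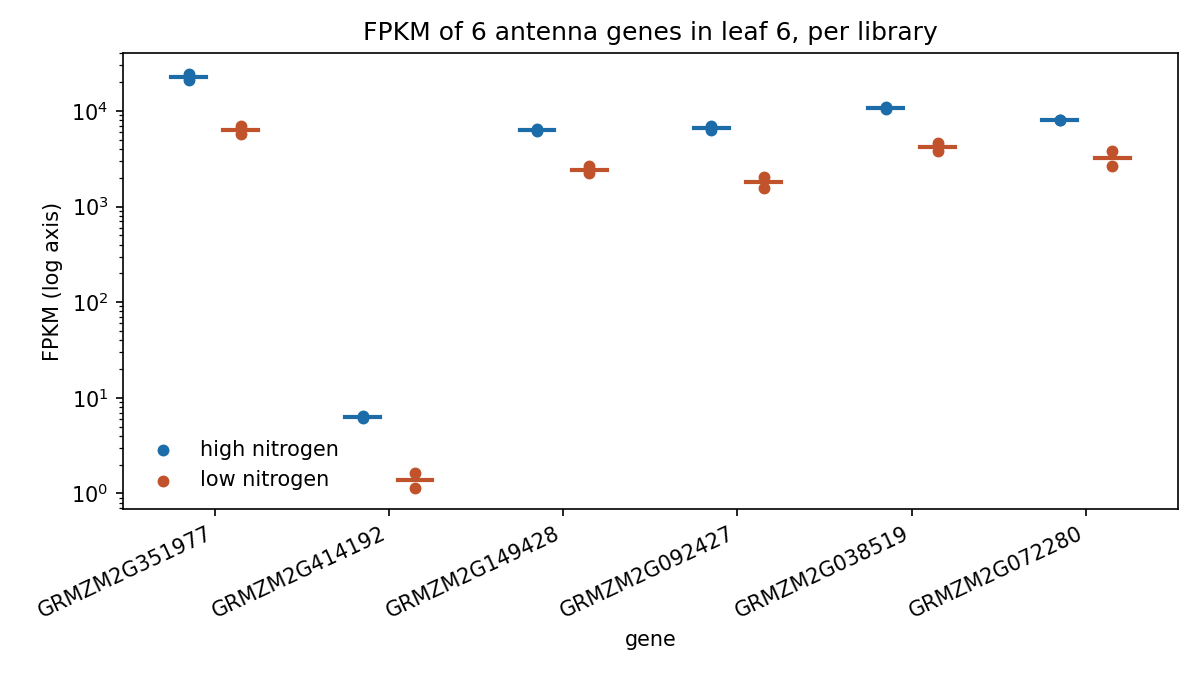
FPKM of 6 antenna genes on a log axis, with a point per library and a bar at the mean of each treatment. In each gene both low nitrogen libraries lie below both high nitrogen libraries, and GRMZM2G414192 lies below 7 FPKM in all 4.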

### 2.4. Effect of Low Nitrogen Supply on Leaf Chlorophyll Fluorescence

Leaf chlorophyll fluorescence was analyzed to confirm the effect of low nitrogen supply on the light reaction system. Nitrogen supply has a great effect on chlorophyll fluorescence (Figure 6). The *F*v/*F*m and *F*v’/*F*m’ were 6.6% and 20.4% lower in low-nitrogen plants compared with high nitrogen plants, respectively (Figure 6a). The actual quantum yield of PSII photochemistry (Φ_PSII_) was reduced by 67.4% in low nitrogen treatment compared to high nitrogen treatment (Figure 6b). The electron transport rate (ETR) was 68.3% lower in low nitrogen plants than in high nitrogen plants (Figure 6b). The non-photochemical quenching (*qN*) was 4.6% higher in low nitrogen treatment than in high nitrogen treatment (Figure 6c). The photochemical quenching (*qP*) was lower (49.6%) in low nitrogen treatment than in high nitrogen treatment. The 1 − *F*v’/*F*m’ and *F*v’/*F*m’·* (1*qP*) were higher (18.3% and 10.3% respectively) in low nitrogen plants compared to high nitrogen plants (Figure 6d). 

## 3. Discussion

Increased photosynthesis with less input of land, water, nutrients, etc., is essential to sustainably meet global food and bioenergy demands [17,18]. New models have been proposed to increase the efficiency of light capture, light energy conversion, and carbon capture and conversion, possibly by rapidly developing genetic engineering technologies [18]. Photosynthesis has a close relationship with leaf nitrogen. In our study, leaf area was reduced by 22% in low nitrogen treatment. The photosynthetic rate in low nitrogen plants was 83% lower than in high nitrogen plants. Thus, the decrease in photosynthesis is the main reason for the decreasing biomass. 

Nitrogen is a constituent of chlorophyll, photosynthetic enzymes (included Rubisco, PEPc and PPDK), and thylakoid membranes. These cellular features are located in chloroplast. About three-quarters of total nitrogen is found in chloroplast [11,13]. The optimal SLN for the maximum photosynthetic rate (*p*_n_) is reported to be approximately 1.5 g·m^−2^ in field-grown maize [4,19,20,21]. In this research, the specific leaf nitrogen is only 0.25 g·m^−2^ in low nitrogen plants, 82% lower than that of the control treatment. This correlates well with the 83% reduction in the photosynthetic rate. This reduction in SLN is the result of the contribution of the different photosynthetic components mentioned above [3,5,11]. Here, we focused on the effect of nitrogen deficiency on the light reaction in photosynthesis. 

Complexes PSII and PSI take part in light absorption, transport, and conversion. Photosystems are composed of two sections: (1) a reaction center devoted to the conversion of light energy into chemical energy; and (2) an antenna system that increases the capacity of light absorption and contributes to photoprotection [22]. The antenna system consists of many light-harvesting complexes (*Lhc*). Different members are associated with PSI (*Lhca* proteins) and PSII (*Lhcb* proteins) [23]. Over 60% of all the chlorophyll in plants is bound to light-harvesting complexes. Nitrogen deficiency leads to reduced total chlorophyll, chlorophyll a, and chlorophyll b contents (Figure 2) [3,5,11]. The ratio of chlorophyll to leaf N could represent N allocation into chlorophyll [24]. The ratio of chlorophyll to leaf N was higher in low nitrogen treatment (Figure 2). This suggests that maize tends to invest relatively more N into light harvesting complexes (LHCs), PSI and PSII under nitrogen stress. Chlorophyll fluorescence is frequently used to monitor the responses of the photosynthetic apparatus to environmental stressors [8,25] including temperature [26], nitrogen [16] and drought [27]. In our study, all of the chlorophyll fluorescence parameters were affected by nitrogen supply. The ETR was 68% lower in low nitrogen treatment compared with high nitrogen treatment (Figure 6b), suggesting that low nitrogen impairs electron transport systems. Nitrogen stress reduced by 6.6% in *F*v/*F*m and 20.4% in *F*v’/*F*m’ (Figure 6a), suggesting that an energy dissipation exists in low nitrogen plants [28]. Light energy absorbed by chlorophyll in a leaf has three fates: it can be used to drive photosynthesis (photochemistry), excess energy can be dissipated as heat, or it can be re-emitted as light-chlorophyll fluorescence [8]. The fraction of light absorbed in PSII that is dissipated thermally (D = 1 − *F*v’/*F*m’) was 18.3% higher in low nitrogen plants than in high nitrogen plants (Figure 6d). Accordingly, nitrogen-deficient plants had a higher non-photochemical quenching (*qN*) in low nitrogen treatment (Figure 6c) [9,16]. The fraction of light absorbed in PSII that is utilized in PSII photochemistry could be represented by Φ_PSII_. Φ_PSII_ was 67.4% lower in low nitrogen plants compared with in high nitrogen plants. Nitrogen-deficient plants had a lower photochemical quenching (*qP*) in low nitrogen treatment (Figure 6c). Lower *qP* means a lower degree of open PSII, resulting in lower Φ_PSII_. The fraction of light absorbed in PSII that is dissipated in chlorophyll fluorescence (*F*v’/*F*m · * (1 − *qP*)) is increased by 10.3% in low nitrogen plants compared with high nitrogen plants (Figure 6d). Thus, it is supposed that low nitrogen impaired PSII, as well as electron transport. Excess energy can be dissipated thermally or re-emitted as light-chlorophyll fluorescence. In accordance, RNA-Seq analysis found that about 27 DEGs encoding PSII systems, and 13 DEGs encoding PSI systems, were downregulated by low nitrogen supply (Figure 5). 

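The 27 names of Supplemental Table S4 for PSII and its antenna stand for 26 loci, and the 13 for PSI and its antenna stand for 13. The median log2 fold change was -1.75 over the PSII names and -1.36 over the PSI names. Under quantile normalization these medians were -1.18 and -0.32, and at equal FPKM sums -1.05 and -0.66, with all 27 and 13 names still lower. Limma called 1 PSII name and no PSI name after adjustment over all tested loci, although each of the 27 and the 13 had an unadjusted p under 0.05, the highest being 0.00647 for PSII and 0.00832 for PSI. With the replicate number as a block, 10 PSII names and 2 PSI names were called. Under quantile normalization no PSII or PSI name was called. The highest unadjusted p from limma was then 0.701 for PSII and 0.933 for PSI. Both settings shrink even a real fall shared by loci of high FPKM, so they cannot separate it from the scaling of the libraries. The paper sets the lower expression of these genes beside the lower electron transport rate and quantum yield of PSII, and concludes that their downregulation reduced light absorption and transport.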

Among these downregulated DEGs, GRMZM2G351977, GRMZM2G414192, GRMZM2G149428 and GRMZM2G092427 encoded *Lhcb1*, *Lhcb2*, *Lhcb5*, and *Lhcb6*, respectively. Six different proteins comprise the antenna system of PSII: three minor proteins (CP29, CP26 and CP24) encoded by *Lhcb4*, *Lhcb5* and *Lhcb6*; and the major complex LHCII, which consists of three proteins encoded by *Lhcb1*, *Lhcb2* and *Lhcb3*, of which the *Lhcb1* and *Lhcb2* proteins are by far the most abundant [29]. In antisense plants of *Arabidopsis thaliana*, there is an absence of the *Lhcb1* and *Lhcb2* proteins, accompanied by reduced light absorption [29]. In *Arabidopsis thaliana*, mutant lines of *Lhcb5* and *Lhcb6* have a decreased efficiency of energy transfer from LHCII to the reaction center of PSII [30]. In addition, *Lhcb6* absence limits plastoquinone diffusion, and thus inhibits the electron transport rate [30]. Thus, lower expression of GRMZM2G351977, GRMZM2G414192, GRMZM2G149428 and GRMZM2G092427 resulted in lower synthesis of *Lhcb1*, *Lhcb2*, *Lhcb5*, and *Lhcb6*, respectively. Reduced expression of these genes also resulted in limited light absorption, light transport and electron transport. This is consistent with the results of chlorophyll fluorescence.

GRMZM2G038519 and GRMZM2G072280 encoded *Lhca1* and *Lhca2*, respectively. The antenna systems of PSI exist as *Lhca1*/*4* and *Lhca2*/*3* dimers. The absence of one antenna complex leaves a “hole” in the structure that cannot be filled by other *Lhca* proteins [31]. Therefore, lower expression of GRMZM2G038519 and GRMZM2G072280 resulted in lower synthesis of antenna systems of PSI, thus reducing light absorption in low nitrogen stress.

Overapplication of nitrogen has been a common problem in China, resulting in low N use efficiency (NUE) and environmental pollution [32]. NUE can be improved by precision nitrogen management and nitrogen-efficient cultivars. For both approaches, it is necessary to diagnose plant nitrogen nutrition status timely and precisely. Chlorophyll fluorescence has been used to estimate plant nitrogen status [33]. The findings of this research suggest that chlorophyll fluorescence and the related genes could potentially be explored for developing new tools for the diagnosis of plant nutrition status. Based on the chlorophyll fluorescence parameters, and the differentially expressed genes in response to nitrogen deficiency, nitrogen-efficient genotypes could be discerned at the early seedling stage. Nitrogen deficiency could be detected at the early seedling stage so that nitrogen application recommendation can be made in a timely manner. Indeed, in potatoes, it was found that chlorophyll fluorescence can discriminate between genotypes, predict plant age, and yield performance under field conditions [34]. 

In conclusion, our results show that low nitrogen supply results in the downregulation of key genes involved in light reactions of photosynthesis. Of particular importance are PSI and PSII genes including GRMZM2G351977, GRMZM2G414192, GRMZM2G149428, GRMZM2G092427, GRMZM2G038519 and GRMZM2G072280. Downregulated expression of those genes resulted in reduced light absorption and light transport. As a result, the parameters relating to chlorophyll fluorescence (Φ_PSII_, electron transport rate, *qP*) were lower, which contributed to a lower photosynthetic rate. These findings suggest the potential to utilize chlorophyll fluorescence parameters, as well as the related genes, as indicators of plant nitrogen nutrition. In addition, this could be used to develop new tools to make precise nitrogen fertilizer recommendations, and select nitrogen-efficient genotypes.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Condition

Seeds of maize (*Zea mays* L.) inbred line B73 were sterilized in 10% (*v*/*v*) H_2_O_2_ for 30 min, washed with distilled water, and then soaked in saturated CaSO_4_ solution for 8 h. Then, the seeds were washed and placed between sheets of filter paper and germinated in the dark at room temperature. When the roots were approximately 1 cm long, uniform seedlings were wrapped in filter paper and transferred into a plastic container filled with distilled water. The seedlings with two visible leaves were then transferred into porcelain pots (4 seedlings per pot) containing 2 L of nutrient solution after the endosperm was removed. The plants were grown in a growth chamber at 28/22 °C with a 14/10 h light/dark cycle. During the light cycle, the photosynthetic photon flux density was 250–300 µmol·m^−2^·s^−1^ at canopy height.

The nutrient solution contained 0.75 mM K_2_SO_4_, 0.1 mM KCl, 0.25 mM KH_2_PO_4_, 0.65 mM MgSO_4_, 0.13 mM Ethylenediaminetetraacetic acid (EDTA)-Fe, 1.0 µM MnSO_4_, 1.0 µM ZnSO_4_, 0.1 µM CuSO_4_ and 0.005 µM (NH_4_)_6_Mo_7_O_24_ [35]. Plants were supplied with half-strength nutrient solution containing 4.0 mM NO_3_ (provided as Ca(NO_3_)_2_) for 2 days, and then transferred into full-strength solution with 4.0 mM NO_3_ (high nitrogen). When the third leaf was fully expanded (approximately 6 days later), half of the plants were moved into a solution with 40 µM NO_3_ (low nitrogen), with CaCl_2_ added to equalize calcium concentration between the treatments. The pH of the solution was adjusted to 5.8–6.0 with KOH. The solution was renewed every other day and was aerated continuously by a pump. The pots were arbitrarily placed and rotated when the nutrient solution was renewed.

### 4.2. Plant Weight, Leaf Area, and Photosynthesis

When the sixth leaf was fully expanded, plants were harvested and separated into root, leaf 6, and shoot (other leaves plus stems). The length and width of the leaves were measured with a ruler. Half of sixth leaves were stored at −80 °C. Other samples were dried in an oven at 70 °C. Dried samples were weighed and ground to a powder and the nitrogen concentration was determined by an elemental analyzer (vario MACRO, Elementar, Langenselbold, Germany). 

The sixth expanded leaf from 16 plants of each nitrogen treatment was used to measure the net photosynthetic rate by LI6400 (LI-COR, Lincoln, NE, USA) at a light density of 800 µmol·m^−2^·s^−1^ [5]. The CO_2_ concentration inside the chamber was controlled at 400 ± 1 µmol CO_2_ (mol air)^−1^. Chlorophyll (Chl) was extracted using acetone and ethanol, and the absorbance of extracts was spectrophotometrically measured at 645 and 663 nm [36].

### 4.3. Chlorophyll Fluorescence

Chlorophyll fluorescence was measured with an integrating fluorescence fluorometer (LI-6400, Leaf chamber fluorometer, LI-COR, Lincoln, NE, USA). The fluorescence instable state (*F*s), maximum fluorescence under light (*F*m’) and minimum fluorescence (*F*o’) were measured under light density of 800 µmol·m^−2^·s^−1^ and 400 ± 1 µmol CO_2_ (mol air)^−1^. After dark-adaptation of samples for 1 h, the minimal fluorescence (*F*o) and maximum fluorescence (*F*m) in darkness were measured. Other fluorescent parameters were calculated as follows [37]: maximal photochemical efficiency (*F*v/*F*m):*F*v/*F*m = (*F*m − *F*o)/*F*m; excitation energy capture efficiency of PSII reaction centers (*F*v’/*F*m’):*F*v’/*F*m’ = (*F*m’ − *F*o’)/*F*m’; Φ_PSII_ = (*F*m’ − *F*s)/*F*m’; ETR = PPFD × Φ_PSII_ × 0.85 × 0.5 (where PPFD is photosynthetic photon flux density); Photochemical quenching (*qP*): *qP* = (*F*m’ − *F*s)/(*F*m’ − *F*o’); Non-photochemical quenching (*qN*): *qN* = (*F*m − *F*m’)/(*F*m − *F*o’). The following three derived chlorophyll fluorescence parameters were employed to analyze the allocation of fraction of excitation energy: D = 1 − *F*v’/*F*m’ is the fraction of photon energy absorbed in PSII and dissipated via thermal energy in the antenna; Φ_PSII_ represents the fraction of photon energy absorbed in PSII utilized for photosynthetic electron transport; Ex = *F*v’/*F*m’ ·* (1 − *qP*) is the estimate of the fraction of excess excitation energy re-emitted as light-chlorophyll fluorescence.

### 4.4. RNA Library Construction and Illumina Sequencing

The mature tissue of an expanding leaf was sampled. The samples were frozen in liquid nitrogen and stored at −80 °C. Total RNA was extracted [38]. Two replicates were used to RNA-Seq. RNA-Seq libraries were prepared according the manufacturer’s protocol of the Illumina Standard mRNA-Seq library preparation kit (Illumina, San Diego, CA, USA) and were sequenced to generate 125-nucleotide paired-end reads on an Illumina HiSeq platform (Illumina HisSeq 2500, San Diego, CA, USA). 

### 4.5. Bioinformatics Analysis of RNA-Seq Data

Raw reads were pre-processed to remove low quality regions and adapter sequences. At least 30 million clean reads were obtained. Clean reads from each sample were aligned to the maize reference genome (B73 RefGen_v3, available online: http://www.maizegdb.org/assembly/) using TopHat2 [39]. Aligned reads from TopHat2 mapping were subjected to String Tie for DeNovo transcript assembly [39,40]. The R package edgeR was used to identify the differentially expressed genes [41]. The expression of each gene was normalized to fragments per kilobase of transcript per million reads (FPKM) to compare different samples. Low-level expressed genes were removed and only genes with an expression level of at least 1 FPKM in at least two samples were kept for further analysis. A gene was regarded as differentially expressed if the false discovery rate (FDR) was less than 0.05, and had a log2 fold change higher than 1.

The Gene Ontology (GO) term enrichment of differential expressed genes was conducted using the web-based agriGO software (Available online: http://bioinfo.cau.edu.cn/agriGO/analysis.php). Singular enrichment analysis (SEA) was used to compute enriched categories by comparing a list of differentially expressed genes to all expressed genes. GO terms of gene sets of interest compared with the genome-wide background with an adjusted *p* value (FDR) cutoff of 0.01. MapMan was used to show the functional categorization of differentially expressed genes in different cellular and metabolic processes [42]. 

Raw sequencing data are stored at the Sequence Read Archive (Available online: http://www.ncbi.nlm.nih.gov/sra) under accession number GSE107562.

### 4.6. Statistical Analysis

Data were subjected to variance analysis using ANOVA procedure implemented in SPSS Statistics 19.0 (SPSS, Inc., Chicago, IL, USA). Differences were compared using the least significant difference test at 0.05 level of probability.

## Figures and Tables

**Figure 1:**
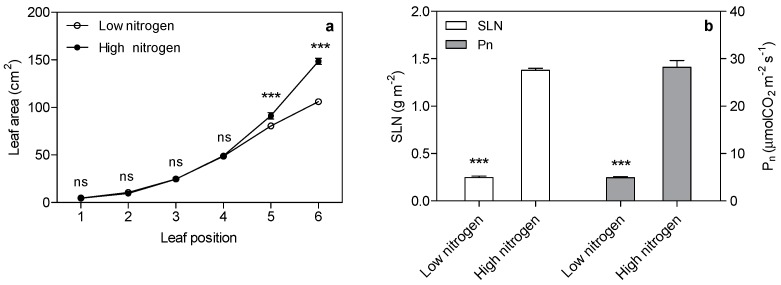
Effect of nitrogen supply on leaf area (**a**), specific leaf nitrogen (SLN) and photosynthetic rate (*p*_n_) of the sixth leaf in maize (**b**). Bars denote the standard error (SE) of the mean. ns: not significant (*p* > 0.05); ***: significant at *p* < 0.001.

**Figure 2:**
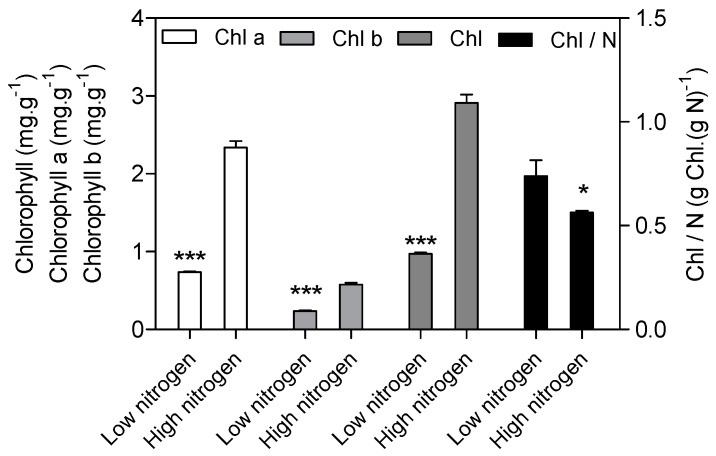
Effect of nitrogen supply on chlorophyll (Chl) concentration and Chl/N in the sixth leaf of maize. High nitrogen: 4 mM Ca(NO_3_)_2_; Low nitrogen: 40 µM Ca(NO_3_)_2_. Bars denote the SE of the mean. ns: not significant (*p* > 0.05); *, ** and ***: significant at *p* < 0.05, 0.01 and 0.001, respectively.

**Figure 3:**
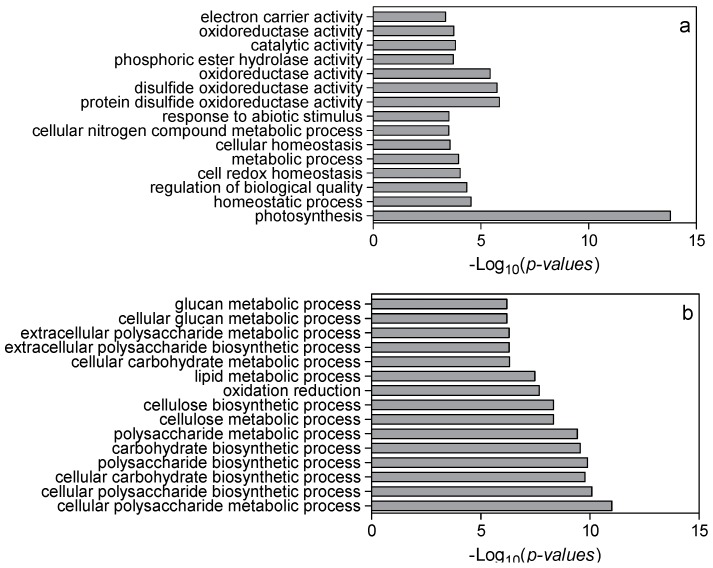
Significantly enriched gene ontology (GO) terms in downregulated (**a**) and upregulated (**b**) differentially expressed genes in low nitrogen versus high nitrogen in the sixth leaf. High nitrogen: 4 mM Ca(NO_3_)_2_; low nitrogen: 40 µM Ca(NO_3_)_2_. After GO analysis, every significantly enriched GO term has a *p*-value. The smaller *p*-value, the more reliable GO result is.

**Figure 4:**
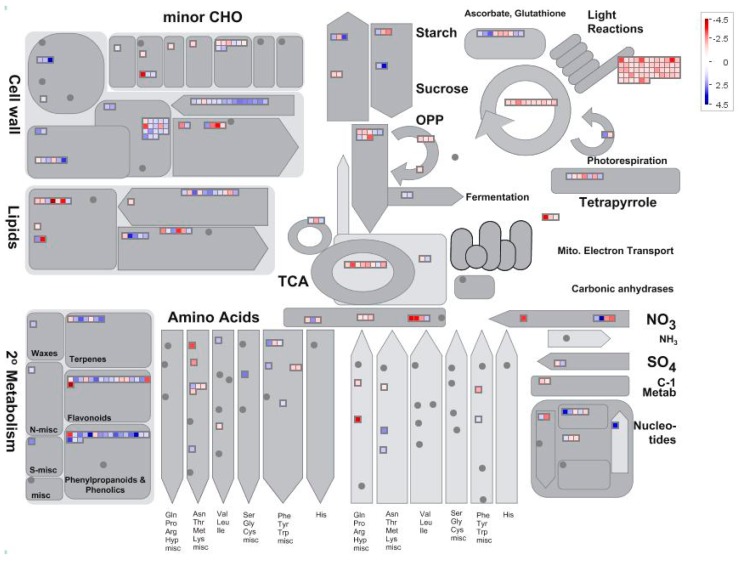
The distribution of different gene expressions involved in metabolism in maize leaf (low nitrogen versus high nitrogen). High nitrogen: 4 mM Ca(NO_3_)_2_; Low nitrogen: 40 µM Ca(NO_3_)_2_.

**Figure 5:**
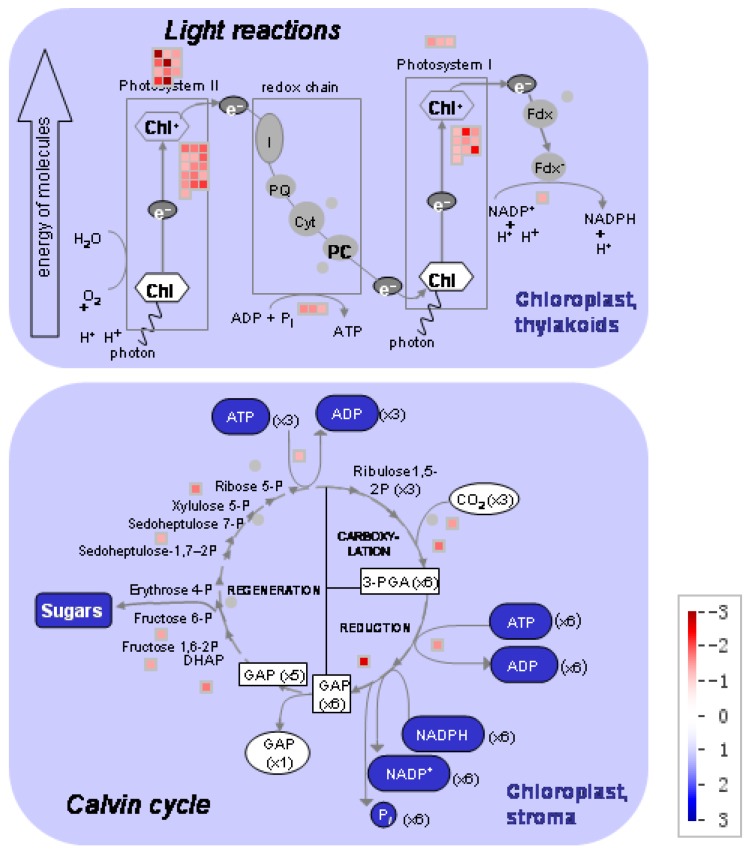
The distribution of different gene expressions related to photosynthesis in the maize leaf (low nitrogen versus high nitrogen). High nitrogen: 4 mM Ca(NO_3_)_2_; Low nitrogen: 40 µM Ca(NO_3_)_2_.

**Figure 6:**
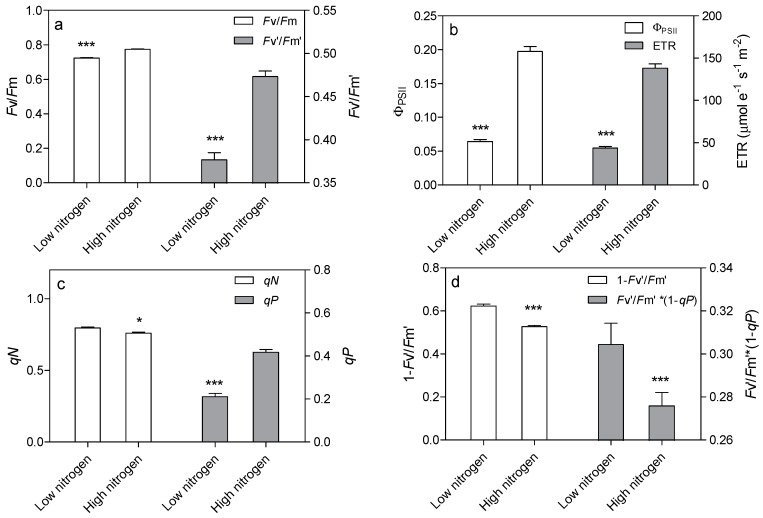
Effect of nitrogen supply on chlorophyll fluorescence parameters in the sixth leaf of maize. Effect of nitrogen supply on *F*v/*F*m and *F*v’/*F*m’ (**a**), on Φ_PSII_ and ETR (**b**), on *qN* and *qP* (**c**), on 1 − *F*v’/*F*m’ and *F*v’/*F*m’·* (1 − *qP*) (**d**). High nitrogen: 4 mM Ca(NO_3_)_2_; Low nitrogen: 40 µM Ca(NO_3_)_2_. Bars denote the SE of the mean. ns: not significant (*p* > 0.05); *, ** and ***: significant at *p* < 0.05, 0.01 and 0.001, respectively.

**Table 1:** Effect of nitrogen supply on biomass and nitrogen accumulation in maize plants at the V6 stage.

N Treatment	Total Biomass	Shoot Biomass	Root-to-Shoot Ratio	Total N Content	Shoot N Content
	(g·plant^−1^)		(mg·plant^−1^)		
High Nitrogen	2.74 a	2.05 a	0.34 b	132.26 a	101.33 a
Low Nitrogen	2.32 b	1.54 b	0.51 a	33.89 b	23.48 b

Note: Different letters in the same column indicate significant differences between nitrogen treatments (*p* < 0.05).

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/12/2624/s1.

# Supplementary material for: A RNA-Seq Analysis of the Response of Photosynthetic System to Low Nitrogen Supply in Maize Leaf
**Source:** Int J Mol Sci. 2017 Dec 5;18(12):2624. doi: 10.3390/ijms18122624
**Supplement:** Supplementary file 1

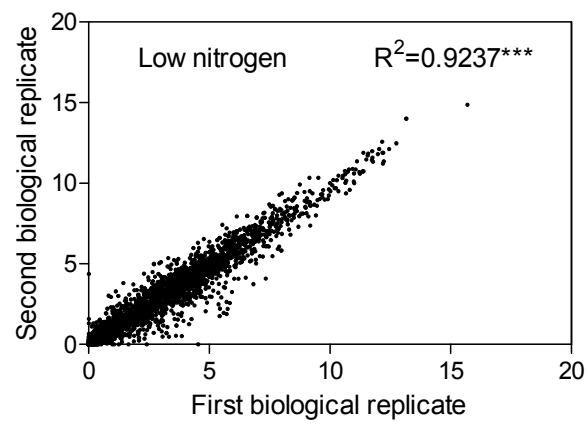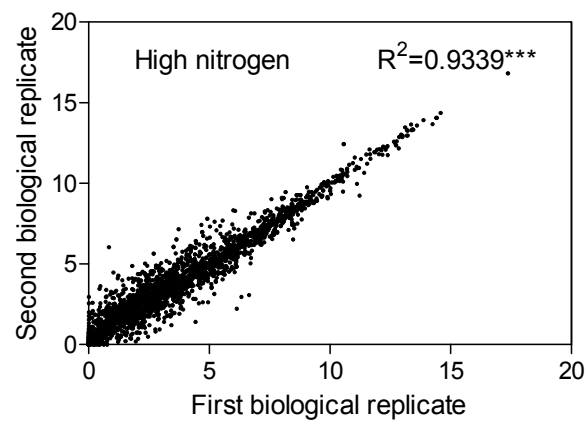

**Figure 1S. Correlation between biological replicates.** High nitrogen (HN): 4 mM  $\text{Ca}(\text{NO}_3)_2$ ; Low nitrogen (LN) : 40  $\mu\text{M}$   $\text{Ca}(\text{NO}_3)_2$ .

How the deposited data were processed for this re-analysis (not part of the article)

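RNA from leaf 6 of maize B73 was compared between 2 high nitrogen libraries (4 mM nitrate) and 2 low nitrogen libraries (0.04 mM nitrate). The authors aligned the reads to B73 RefGen_v3 with TopHat2, assembled transcripts with StringTie and deposited FPKM values for 43110 distinct loci. The authors used edgeR for their own test, which needs read counts. Locus positions are those of the authors' table, with the start written from 1.

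From the deposited FPKM, log2(FPKM + 1) was computed for each locus and library, and loci with at least 1 FPKM in at least 2 libraries were kept. Treatments were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with Benjamini-Hochberg adjustment over the 22889 tested loci. A locus was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The plan spoke of genes, and the table turned out to repeat loci that carry several names, so each locus was tested once. A name of the supplementary tables was given the locus whose 4 FPKM its row in Supplemental Table S1 repeats, which was found for all 1617 names. Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

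The fit was tested on simulated data. Values for 22889 loci were drawn around the measured means with variances drawn from the distribution that limma fitted to the real libraries, and 200 loci were changed by 2 to 4 on the log2 scale. Of these 200, 117 were called (58.5%), and 9 unchanged loci were called. In this setting many changes of this size were missed, and smaller changes were not simulated. The share found after adjustment depends on how many loci change, so it need not hold for the real libraries.

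Replicate numbers come from the sample labels, which give replicates 1 and 2 in both treatments. The fit without the replicate block was set as the main one because the paper names no blocking, and the fit with the block is given beside it. The labels do not say that same-numbered libraries were grown, prepared or sequenced together. Relative depth was read from the smallest FPKM steps of low loci, and it is approximate because the effective length of a transcript can differ between libraries. Total counts are unknown from FPKM, so no intervals for counting error are given.

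Most genes named in the text were chosen by a rule set before the data were examined. That rule took the 6 antenna genes the paper names, the largest and smallest change in each class of Supplemental Table S4, and, among called loci whose low nitrogen libraries both lie on the same side of both high nitrogen libraries, the 5 largest and 5 smallest log2 fold changes with a symbol, description or reference name. FER1, PEPC, PPDK, rca1, GRMZM2G104549, AC208915.3_FG010 and GRMZM2G162282 were named after the values were seen. Reference names come from RefSeq for Zm-B73-REFERENCE-NAM-5.0, which matched 18790 of the 39206 annotated names in the table and was used for names alone. That reference gives no product names, so the planned test of families defined by product name was not run. The enrichments of Supplemental Table S2 were not recomputed. Alternatives tried were another pseudocount, other filters, 2 normalizations, no trend, the replicate block, no fold change threshold, each library left out, and, added after the data were seen, equal FPKM sums, loci above 0 in all libraries and gene names as listed.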

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

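The tests of this part were chosen after the patterns were seen.

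Of the 123 called loci, 22 have no annotated gene, 17.9% of the calls against 9.93% of the tested loci. None of them is among the 1617 names of Supplemental Table S1 as read here, and the paper does not report on them. The paper's text gives 1625 genes, so this list may be incomplete. None of the 22 overlapped another locus with a mean of at least 1 FPKM, so fragments moved between such overlapping loci are not borne out as a source. Among the uncalled ones 111 of 2252 overlapped (Fisher's exact test, two-sided, p = 0.623). Overlap was so rare that this comparison had little power with 22 loci, and its p-value decides nothing. The called ones were short, with a median length of 314 bases against 1111 for the uncalled ones (permutation test, two-sided, p = 1.10e-04, 100000 permutations). They were also more often listed at 0 in a whole treatment, 17 of 22 against 18 of 101 called annotated loci (Fisher's exact test, two-sided, p = 1.65e-07). Short loci with unstable FPKM and estimates that failed and were listed at 0 therefore both remain as candidate explanations, and a biological difference cannot be told apart from them.

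YS1 had one of the largest falls among the named genes. It had 285 and 706 FPKM in high nitrogen and 4.52 and 4.79 FPKM in low nitrogen, a log2 fold change of -6.31 (limma adjusted p = 0.0205, and 0.00397 with the replicate number as a block). FER1, chosen after its values were seen, rose from 64.1 and 371 FPKM to 749 and 836 FPKM, a log2 fold change of 2.35 that did not pass the adjustment (adjusted p = 0.221). By their symbols these are genes of iron transport and storage, which the paper does not discuss. A single library far from the others does not account for YS1, whose log2 fold change was still -5.66 in the weakest case with 1 library left out. The value of FER1 did depend on single libraries. It was 1.09 without high nitrogen replicate 1 and 3.60 without high nitrogen replicate 2. A difference in iron status between the treatments is a candidate explanation, but the other iron genes with a symbol were not lower as a set (5 loci, limma's camera, adjusted p = 0.641 over 6 sets). With 5 loci that test could miss a modest shift. Reads shared with similar genes and a difference between plants other than nitrogen were not tested.

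Loci with plastid gene symbols were lower in low nitrogen, at 30 of 33 tested loci, with a median log2 fold change of -0.48 (limma's camera, adjusted p = 2.65e-06 over 6 sets, and adjusted p = 3.57e-06 with the replicate number as a block). The list of symbols was fixed before the data were examined, and symbols with an added suffix were matched to it after the table was seen. At equal FPKM sums the direction of the values flips at many of them (16 lower, 17 higher), because that scaling moves the median of all loci to 0.59, and relative to that median the set had a median log2 fold change of -0.51. A common factor per library moves all loci nearly alike. The direction at equal FPKM sums alone therefore cannot separate the scaling of the libraries from a change in the set. Under quantile normalization 30 of 33 loci stayed lower, with a median of -0.45 (limma's camera, adjusted p = 1.2e-05 over 6 sets). Together with the median relative to all loci, this argues against the scaling of the libraries as the source for these loci. The table covers chromosomes 1 to 10 and holds 0 loci of the plastid genome, so whether fragments of the plastid genome placed on nuclear copies make up these values cannot be tested, and the pattern cannot be told apart from that explanation.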

How the results depend on the processing

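Which alternatives were planned before the data were examined, and which were added after, is given in the description of the processing. The replicate block raised the called loci from 123 to 617 (143 higher, 474 lower), the called photosynthesis names of Supplemental Table S4 from 1 to 14, and the called names of Supplemental Table S3 from 7 to 78. The fold changes are identical with and without the block, and the correlation of same-numbered deviations was 0.203. The pairing behind the block is stated neither by the labels nor by the paper. With no filter the counts were 23 loci (2 higher, 21 lower), 0 photosynthesis names and 0 names of Supplemental Table S3, although 5015 loci had an unadjusted p under 0.05. With a minimum of 5 FPKM the photosynthesis names rose to 5, the names of Supplemental Table S3 to 13, and the antenna genes called to 1 from 0. Quantile normalization gave 0 photosynthesis names and 4 names of Supplemental Table S3. It equalizes the libraries at the top ranks, so it shrinks even a real fall shared by loci of high FPKM. Without a trend the photosynthesis names were 3. A pseudocount of 0.1 gave 18 higher loci in place of 11. Where a value is listed above as changed, the cause was not tested.

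At equal FPKM sums 60 loci were called (11 higher, 49 lower), with 0 photosynthesis names and 0 names of Supplemental Table S3, and 9301 loci at an unadjusted p under 0.05. That scaling moved the median log2 fold change of all tested loci from -0.01 to 0.59. All 54 photosynthesis names stayed lower under it, with a median of -0.88. Among loci above 0 in all libraries 78 were called, of which 0 were higher, which follows from the 11 higher calls being listed at 0 in high nitrogen. The other alternatives for the count of called loci gave from 113 to 129. Without a fold change threshold the 123 calls did not change.

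The average R2 between replicates was 0.914 with a pseudocount of 0.1, 0.906 over loci above 0, 0.876 over the tested loci and 0.869 on the linear scale, against 0.932. The median log2 fold change of loci with plastid symbols was between -0.998 and -0.39 across the 4 comparisons that each left out one library. All 123 called loci kept their direction and an absolute log2 fold change above 1 in each of these comparisons. The loci were selected for a large change in all libraries, so this shows little. For the count of antenna genes called, leaving out a library gives no value, since no test was run with 1 library in a treatment.

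Among the 35 genes followed through the alternatives, 10 calls were lost with no filter and 6 at equal FPKM sums, and 5 were gained with the replicate block. One direction reversed, that of GRMZM2G306345 (PPDK), from -0.86 to 0.24 under quantile normalization. Gene families by product name were not run. Depth differs between libraries, with low nitrogen replicate 2 at 1.74 times high nitrogen replicate 1, which limits loci of low FPKM in high nitrogen most.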

Differences from the paper's values

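The paper states 1625 differentially expressed genes, 928 lower and 697 higher, and limma called 123 loci, 112 lower and 11 higher. None of the alternatives set before the data were examined closed the gap. The replicate block came nearest, with 617 loci, 474 lower and 143 higher.

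For the photosynthesis classes, the paper counts 11 genes of LHCII against 1 called here, 16 PSII subunits against 0, 3 genes of LHCI against 0, 10 PSI subunits against 0, 3 of ATP synthase against 0, 1 ferredoxin reductase against 0 and 10 of the Calvin cycle against 0. It also counts 27 for PSII systems against 1 and 13 for PSI systems against 0. All of these names had an unadjusted p under 0.05. None of the alternatives set before the data were examined reached the paper's counts. The replicate block called 3 names of LHCII, 7 PSII subunits, 2 PSI subunits and 2 of the Calvin cycle. A minimum of 5 FPKM called 4 names of LHCII, GRMZM2G351977 among them (adjusted p = 0.0406, against 0.0931), and 1 of the Calvin cycle, and eBayes without a trend called 3 of LHCII. In Supplemental Table S3 the replicate block called 78 names in place of 7.

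For GRMZM2G414192 the paper's supplementary log2 fold change is -2.18, against -1.62 here. With a pseudocount of 0.1 it was -2.12, within the error. The other alternatives set before the data were examined did not close the gap.

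The paper names GRMZM2G038519 as Lhca1, while Supplemental Table S4 describes it as similar to LHCA2 and describes GRMZM2G036880 as LHCA1, which had a log2 fold change of -1.56.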

Other observations

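The tests of this part were chosen after the patterns were seen.

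More called loci were lower than higher, 91.1% of the 123 and 76.8% of the 617 called with the replicate block. At equal FPKM sums the lower calls dropped from 112 to 49 and the higher calls stayed at 11, so that 81.7% were lower. That scaling moves the median of all loci by only 0.60, and the smallest fall of a called locus was -1.97. No call could therefore change sign, and a shift of that size does not account for the called falls. Under quantile normalization 108 calls were lower and 11 were higher. The 11 higher calls of the main fit were listed at 0 in both high nitrogen libraries, and no scaling alters a 0. The lower calls were free to move, and at equal FPKM sums many of them were lost. These counts thus cannot tell whether the scaling of the libraries adds to the excess. The high nitrogen libraries were the shallower ones, which limits calls at loci of low FPKM in high nitrogen. Among loci at 5 FPKM or more in all libraries, 225 of the 275 called with the replicate block (81.8%) were lower. Depth is thus not borne out as the source for the calls of that fit. In the main fit all 26 such calls were lower, but this count cannot speak to depth. Its 11 higher calls were listed at 0 in both high nitrogen libraries and could not reach 5 FPKM in all. No biological explanation was tested.

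Sets of genes were put together from reference symbols after many of their values had been seen, so they describe the libraries and are no separate test. In the set of light harvesting and photosystem subunits, 14 of 14 loci were lower (median log2 fold change -1.24, limma's camera, adjusted p = 1.67e-09 over 6 sets). With the replicate number as a block the adjusted p was 2.54e-07, and under quantile normalization 11 of 14 were lower (median -0.28, adjusted p = 0.0274). In the set of C4 cycle, rubisco and rubisco activase genes, 7 of 7 loci were lower (median -1.21, adjusted p = 5.63e-05, and 1.83e-04 with the replicate block). Under quantile normalization 6 of 7 were lower (median -0.39), and the set no longer passed (adjusted p = 0.0927). Quantile normalization equalizes the libraries at the top ranks, so for loci of high FPKM in these sets it shrinks a real fall too. Nitrate uptake and nitrogen assimilation had 8 of 11 loci lower (median -0.79, adjusted p = 0.103, and 0.0970 with the replicate block). The result for this set depended on the setting, with 6 of 11 loci lower and an adjusted p of 0.00324 at equal FPKM sums, and 4 of 7 lower and an adjusted p of 0.767 with a minimum of 5 FPKM. Phosphate transporters had 1 of 3 loci lower.

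PEPC and rca1 were chosen after their values were seen. PEPC (GRMZM2G083841), a gene with a high FPKM, had 19557 and 13126 FPKM in high nitrogen and 4803 and 2630 FPKM in low nitrogen, a log2 fold change of -2.17 (limma adjusted p = 0.120). The rubisco activase gene in Supplemental Table S4 is GRMZM2G162282. A neighbouring activase, rca1 (GRMZM2G162200), had 1709 and 2260 FPKM in high nitrogen and 1236 and 875 FPKM in low nitrogen. This was a log2 fold change of -0.92 (limma adjusted p = 0.215). Under quantile normalization the log2 fold changes were -1.02 for PEPC and -0.12 for rca1, and at equal FPKM sums -1.47 and -0.21. Both settings shrink a real fall shared by loci of high FPKM too.

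In Supplemental Table S1 the smallest q-value over its p-value gives 31683, which is close to the 31737 loci above 0 in at least 1 library and above the 22889 loci with at least 1 FPKM in at least 2 libraries. As read here, the table lists 6 names that reach 1 FPKM in fewer than 2 libraries, and 0 unannotated loci.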
